# Intra-Strain Genetic Variation of Platyfish (*Xiphophorus maculatus*) Strains Determines Tumorigenic Trajectory

**DOI:** 10.3389/fgene.2020.562594

**Published:** 2020-10-06

**Authors:** Yuan Lu, Taryn J. Olivas, Mikki Boswell, William Boswell, Wes C. Warren, Manfred Schartl, Ronald B. Walter

**Keywords:** *Xiphophorus*, polymorphism, comparative genomics, inter-strain genetic variants, mutation cluster

## Abstract

*Xiphophorus* interspecies hybrids represent a valuable model system to study heritable tumorigenesis, and the only model system that exhibits both spontaneous and inducible tumors. Types of tumorigenesis depend on the specific pedigree of the parental species, *X. maculatus*, utilized to produce interspecies hybrids. Although the ancestors of the two currently used *X. maculatus* parental lines, Jp163 A and Jp163 B, were originally siblings produced by the same mother, backcross interspecies hybrid progeny between *X. hellerii* and *X. maculatus* Jp163 A develop spontaneous melanoma initiating at the dorsal fin due to segregation of an oncogene and a regulator encoded by the *X. maculatus* genome, while the backcross hybrid progeny with *X. hellerii* or *X. couchianus* and Jp163 B exhibit melanoma on the flanks of their bodies, especially after treatment with ultraviolet light. Therefore, dissecting the genetic differences between these two closely related lines may lead to better understanding of functional molecular differences associated with tumorigenic mechanisms. For this purpose, comparative genomic analyses were undertaken to establish genetic variants between these two *X. maculatus* lines. Surprisingly, given the heritage of these two fish lines, we found genetic variants are clustered together in select chromosomal regions. Among these variants are non-synonymous mutations located in 381 genes. The non-random distribution of genetic variants between these two may highlight ancestral chromosomal recombination patterns that became fixed during subsequent inbreeding. Employing comparative transcriptomics, we also determined differences in the skin transcriptional landscape between the two lines. The genetic differences observed are associated with pathways highlighting fundamental cellular functions including inter-cellular and microenvironment-cellular interactions, and DNA repair. These results collectively lead to the conclusion that diverged functional genetic baselines are present between Jp163 A and B strains. Further, disruption of these fixed genetic baselines in the hybrids may give rise to spontaneous or inducible mechanisms of tumorigenesis.

## Introduction

Melanoma is a devastating disease with continuously growing incidence despite a decreasing trend of cancer incidences for most cancer types over the past few decades. Risk factors include genetic background (i.e., hereditary/familial history, congenital nevi syndromes, skin types), age, sex, immune status, and UV exposure. Variability in genetic background in humans is known to determine susceptibility to melanoma, and possibly body sites (Dennis, 1999; Potrony et al., 2015). However, animal models that produce both heritable and induced melanoma, for dissection of genetic interactions underlying different tumorigenic mechanisms, or assessment of genetic vs. environmental contributions to disease, is very rare. Melanoma development in *Xiphophorus* is similar to that of humans at the histological, transcriptome, and signaling pathway levels (Potrony et al., 2015; Lu et al., 2018). These attributes render the *Xiphophorus* system as the only model wherein one may study genetic interactions underlying divergent melanoma-genic mechanisms.

*Xiphophorus* fish, commonly known as platyfish and swordtails, comprise a genus consisting of 26 species of live-bearing fishes commonly found in Mexico, Central and South America. *Xiphophorus maculatus* represents a long-standing genetic model that has been adopted to study cancer etiology. The most commonly used *X. maculatus* lines, Jp163 A (JpA) and Jp163 B (JpB), are descendants of siblings derived from a single brood from an *X. maculatus* female collected in the Rio Jamapa, Veracruz, Mexico in 1939 (Walter et al., 2006). This brood produced fish that exhibited very different pigmentation patterns: The JpA line is characterized by a *spotted dorsal* (*Sd*) pigmentation pattern, while JpB is characterized by a *spotted side* (*Sp*) pigmentation pattern (Figure 1). After ≈9 generations of intercrossing (i.e., flock mating), the JpA and JpB lines were separated as distinct pedigrees and have since been maintained as inbred lines (i.e., brother sister matings). These two lines are currently in their 116th (JpA) and 109th (JpB) inbred generation and are available from the *Xiphophorus* Genetic Stock Center (Walter et al., 2019).

**FIGURE 1:**
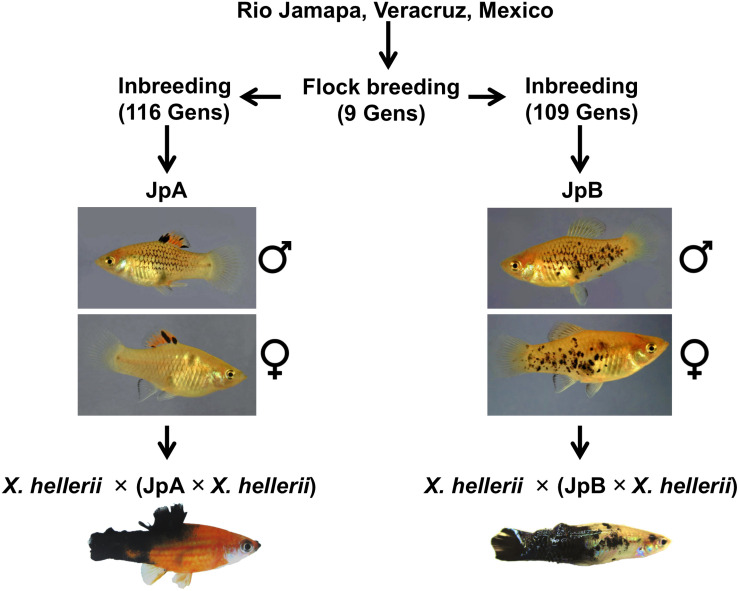
*Xiphophorus maculatus* A and Jp163 B strains. The ancestors of JpA and JpB strains were siblings from a single *X. maculatus* collected in the Jamapa river near Veracruz, Mexico. JpA and JpB were separated into two strains at the *Xiphophorus* Genetic Stock Center. Both strains have been inbred (i.e., brother-sister mating) for over 110 generations. JpA and JpB strains are different by their macromelanophore pigmentation patterns, with JpA exhibiting *Spot dorsal* (*Sd*) and JpB having the *Spot side* (*Sp*) pattern. Approximately 50% of backcross interspecies hybrid between JpA and *X. hellerii* that inherited the parental pigmentation pattern produce spontaneous tumor on dorsal fin, tail fin that invades to muscle. The backcross interspecies hybrid between JpA and *X. hellerii* produce spontaneous tumor on dorsal fin, tail fin that invades to muscle. Approximately 5% of backcross interspecies hybrid between JpB and *X. hellerii* that inherited the parental pigmentation pattern develop tumor on side of the body.

The species richness of *Xiphophorus* provides a unique model system that allows production of fertile interspecies hybrids between species that diverged from one another several million years ago (Cui et al., 2013; Jones et al., 2013). This allows identification of incompatible genes underlying negative epistatic interactions. One such interaction is produced by crossing *X. maculatus* JpA to *X. hellerii*, followed by backcrossing the F_1_ interspecies hybrid to *X. hellerii* (Anders, 1967). This model serves as one of the only two vertebrate examples of Bateson–Dobzhansky–Muller (BDM) genetic incompatibility, and also shows that tumorigenesis is a mechanism that may lead to decreased fitness in hybrids (Adam et al., 1993; Noor, 2003; Pennisi, 2006; Maheshwari and Barbash, 2011). The tumorigenic genetic interactions involve an oncogene termed *Xiphophorus* melanoma receptor kinase (*xmrk*), which is a mutant duplicate of the fish epidermal growth factor receptor (*egfr*) gene, and a co-evolved suppressor gene, *R(Diff)*, that prevents the oncogene from inducing tumors in the JpA parental line (Wittbrodt et al., 1989). Segregation of these two unlinked loci into backcross hybrids leads to spontaneous tumorigenesis (Schartl and Walter, 2016; Lu et al., 2017) in 50% of backcross hybrids inheriting *xmrk-*driven macromelanophore pigmentation pattern. The *xmrk* oncogene has been shown to drive the dedifferentiation and proliferation of the neural crest derived melanocyte lineage (Wellbrock et al., 2002). The *xmrk* oncogene, as well as the *Sd* (JpA) and *Sp* (JpB) pigment patterns, are X-linked and map to a small region of the X chromosome making recombination between *xmrk* and either *Sp* or *Sd* a very rare event. Therefore, *Sd* and *Sp* are hypothesized to control neural crest lineage migration to specific body compartments, wherein *Sd* migration is to the dorsal fin body compartment, while *Sp* directs neural crest cell migration to the body flanks. Under this hypothesis, the pigmentation pattern of *X. maculatus* is primarily a matter of inheriting either X*^*Sd–xmrk*^* or X*^*Sp–xmrk*^.*

*Xiphophorus* is also a great system to better understand how the risk factors impact the initiation and progression of the disease, allowing studies of interaction between genome and environment. Unlike spontaneous tumorigenesis observed in interspecies hybrids between JpA and *X. hellerii*, a similar interspecies backcross involving JpB as the non-recurrent parent leads to hybrids displaying enhanced macromelanophore pigmentation on the flanks of the animals. Only if interspecies hybrids from the later cross [i.e., *X. hellerii* × (JpB × *X. hellerii*)] are exposed to UVB (or MNU) at juvenile stage do they exhibit induced tumorigenesis at 4 to 6 months of age (Nairn et al., 1996b), similar to human (Craig et al., 2018). In this model, melanomagenesis is a result of interaction between the hybrid genetic background and the environment. Therefore, the etiology of tumorigenesis within interspecies hybrids controlled by the JpA or JpB parental genomes cannot be simply explained by inheritance of X*^*Sd–xmrk*^* or X*^*Sp–xmrk*^*.

We hypothesize that fixed genetic variants between the highly inbred *X. maculatus* JpA and JpB parental lines account for differences in transcriptional phenotypes (i.e., the basal level gene expression landscape), and these differences are related to, and may determine, the tumorigenic trajectory upon interspecies hybridization. Identifying inter-strain genetic variants leading to differences in tumor etiology will forward our molecular genetic understanding of spontaneous and induced melanoma. The comparative genomic and transcriptomic analyses showed that baseline genetic differences involved with inter-cellular and cell-microenvironment interactions. Most importantly, genes encoding core enzymes within base excision repair pathways are enriched with inter-strain genetic variants and differentially expressed genes.

## Materials and Methods

### Animal

Animal use was approved by the Texas State University Institutional Animal Care and Use Review Board (IACUC protocol #2015107711). Fish utilized in this study were maintained in accordance with the applicable OLAW guidelines governing animal experimentation in the United States, and international legislation regulations governing animal experimentation.

*Xiphophorus* utilized in this study were bred and maintained in the *Xiphophorus* Genetic Stock Center^1^. *Xiphophorus maculatus* (*X. maculatus*) JpA and JpB strains used for genome re-sequencing were at their 116th and 109th generation of inbreeding, respectively.

### DNA and RNA Isolation

For DNA isolation, 4 male JpA and 4 male JpB fish were sacrificed by over-anesthetization with MS222 (0.06%). Fish tissues were digested with Proteinase K at 37°C for 1 hr. The lysate was then used for DNA isolation and purification using DNeasy Blood & Tissue Kit (Invitrogen).

For RNA isolation, fish were anesthetized in an ice bath and upon loss of gill movement were sacrificed by cranial resection. Skin and liver tissues were dissected directly into TRI reagent (Sigma Inc., St Louis, MO, United States) and flash frozen in an ethanol dry ice bath. For JpA, skin samples (*n* = 25), and liver samples (*n* = 6) were collected; For JpB, skin (*n* = 30) samples, and liver samples (*n* = 4) were collected for RNA isolation and sequencing library preparation. RNA isolation was performed following the Qiagen RNeasy RNA isolation protocol (Qiagen, Valencia, CA, United States). Tissue samples harvested from fish were first homogenized using a hand-held homogenizer in a 1.5 mL microcentrifuges tube while the sample remained frozen in TRI Reagent (Sigma Inc., St Louis, MO, United States). After homogenization, 300 μL of fresh 4°C TRI Reagent was added to the samples followed by room temperature incubation for 5 min. Chloroform extraction was performed by adding 120 μL chloroform and shaken for 15 s. Samples were centrifuged (16,100 rcf for 5 min at 4°C) for phase partitioning. The aqueous layer was transferred to a new 1.5 mL microcentrifuges tube and a second chloroform extraction performed (300 μL TRI Reagent, 60 μL chloroform). After extraction, nucleic acids in the aqueous phase were precipitated with 500 μL 70% EtOH in diethylpyrocarbonate (DEPC) treated water. The sample was then transferred to a Qiagen RNeasy mini spin column and on-column DNase treatment was performed for 15 min at 25°C. RNA samples were then washed and eluted in 100 μL RNase free water. RNA concentration was measured with a Qubit 2.0 fluorometer (Life Technologies, Grand Island, NY, United States). To further assess the RNA quality, an RNA integrity (RIN) score was determined using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States). All samples processed for RNA sequencing had a RIN score above 8.

### Genome and Transcriptome Sequencing

DNA samples were forwarded for genome shotgun sequencing library preparation using Illumina Nextera sequencing Library Prep Kit, followed by sequencing on HiSeq 2000 (Illumina, Inc., San Diego, CA, United States) using 150 bp paired-end (PE) sequencing strategy with an average of 33 X genome coverage. Isolated RNA samples were forwarded for Illumina High-throughput Sequencing using the Illumina TruSeq mRNA Library Prep Kit on the HiSeq 2000 platform (Illumina, Inc., San Diego, CA, United States). Each RNA sample was used to construct a single library for sequencing (PE sequencing; See Supplementary Table 7 for details). For both genomic and transcriptomic sequencing, raw reads were trimmed and filtered using a custom Perl script and adapter sequences were removed from the sequencing reads (Garcia et al., 2012). The reads were truncated based on similarity to library adaptor sequences using custom Perl scripts (Garcia et al., 2012). Then, low-scoring sections of each read were removed, preserving the longest remaining sequencing read fragment. Sequencing statistics are included in Supplementary Table 7.

### Identification and Annotation of Genetic Variants

Filtered genome sequencing reads were mapped to the reference genome (X.mac V5.0; NCBI accession number: GCA_002775205.2) using Bowtie2 “head-to-head” mode (Langmead and Salzberg, 2012). Alignment files were further filtered by keeping reads alignments with a MAPQ score ≥30, and sorted using samtools (Li et al., 2009; Li, 2011). Subsequently, pileup files were generated for each *X. maculatus* sample and variant calling was processed by BCFtools and VarScan for SNP and Insertion/Deletion detection, with minimum variant locus coverage of 2 and a *p*-value for variant detection of 0.05 for VarScan, and variant genotyping call Phred score of 0 and alternative genotyping Phred score ≥20 for BCFtools (Koboldt et al., 2009). Only variants that were identified by both pipelines were forwarded for further analyses.

To localize fixed variants between the two inbred *X. maculatus* lines, homozygous loci of JpA were compared to those of JpB. Such loci were identified if ≥75% of JpA is homozygous for one allele, and ≥75% of the JpB is homozygous for another allele. These fixed genetic variants were functionally annotated using snpEff. A genome database was created using the *X. maculatus* genome sequence and annotation files. Each variant was queried to the genome database to determine if it was located in a genic or intergenic region, and to determine what effect each variant may have on the peptide sequence structure. We focused on genetic variants that led to conservative in-frame insertion/deletion, disruptive in-frame insertion/deletion, frame-shift, missense, start codon change, stop codon loss/gain, splicing pattern/exon usage alteration for further biological function and pathway analyses.

For higher stringency in detecting genetic variants, RNA-Seq reads from skin and liver were also mapped to the *X. maculatus* genome using Tophat2 (Kim et al., 2013), followed by sequence variant detection using the same method described above. Only variants that were supported by both DNA and RNA sequencing were kept as inter-strain variants for further analyses. Therefore, all genetic variants were supported by both genome re-sequencing and transcriptome sequencing data.

### Tumor Incidences Comparison

Animal records for scheme A and B interspecies backcross hybrids were collected from the *Xiphophorus* Genetic Stock Center. For both crossing schemes, backcross interspecies hybrids exhibiting *xmrk* linked macromelanophore pigmentation patterns were recorded. From November 2008 to December 2019, there were a total of 290 scheme A hybrids at the XGSC that inherited *xmrk-Sd* (123 exhibited spontaneous tumorigenesis). From January 2010 to June 2019, there were a total of 203 scheme B hybrids that inherited *xmrk-Sp* (11 of them developed spontaneous tumors). A contingency table was tested using animal numbers for each cross scheme that developed tumors, and only exhibited benign pigment cell hyperplasia. A Chi-square test was used to test if the tumor incidences of both cross schemes are independent.

### Differential Gene Expression (DEG) Patterns

Processed transcriptomic sequencing reads were mapped to the *X. maculatus* genome version 5.0 using Tophat2 (Kim et al., 2013), and gene expression of gene models annotated by NCBI was quantified using FeatureCount (Liao et al., 2014). Differentially expressed genes (DEG) between the 25 JpA and 30 JpB were identified using R/Bioconductor package edgeR (Robinson et al., 2010). The DEG test was performed between *X. maculatus* JpA and JpB basal level gene expression. Genes with Log_2_Fold Change (Log_2_FC) ≥1, or ≤−1, False Discovery Rate (FDR) <0.05, with receiver operating characteristic (ROC) curve area under curve (auc) ≥0.8 were determined to be DEGs in skin between the two fish lines. The test was performed using JpA as the control to calculate relative gene expression between the two strains; therefore, if Log_2_FC ≥1, JpB showed higher-expression of a particular gene, or, if Log_2_FC ≤−1, JpA showed higher-expression of a gene.

### DEG Functional Analyses

Sequence homologies between *Xiphophorus* and human were identified using blastn (Shen et al., 2013). A Reciprocal Best Hit (RBH) method was used to identify human orthologs of *Xiphophorus* genes. DEGs between *X. maculatus* JpA and JpB skin, and strain-specific alleles were converted to human homologs and were further submitted to Ingenuity Pathway Analysis (IPA, Qiagen, Redwood City, CA) for functional analyses. Bioinformatics analysis was performed using IPA for clustering and assessing the biological function of DEGs. Herein, the term “pathways” is short for canonical pathways as assigned by IPA based on input genes. Pathway analysis was performed by testing the over-representation of genes belonging to a certain pathway in the input gene list using Fisher exact test. Pathways with an enrichment -log_10_(*p*-value) score >3 (*p*-value < 0.001) were kept for further analysis.

### Principle Component Analyses

Principle Component Analyses (PCA) was performed using R function prcomp. Library size normalized gene expression values were further scaled and subsequently used for PCA. Plot of the first two dimensions were made using custom R scripts.

### Data Visualization

Heatmaps, dot plots and chromosomal plots were made using custom R scripts. All scripts are available upon request.

## Results

### Interspecies Hybrids Exhibit Strain-Specific Tumor Etiology

Spontaneous tumor incidences of two interspecies crosses established between *X. hellerii* and *X. maculatus* JpA or JpB [i.e., *X. hellerii* x (JpA × *X. hellerii*), or scheme A; *X. hellerii*× (JpB × *X. hellerii*), or scheme B] strains were first compared. From November 2008 to December 2019, there were a total of 290 scheme A hybrids at the XGSC that inherited *xmrk-Sd*, and 123 of them exhibited spontaneous tumorigenesis (tumor incidence = 42.4%). From January 2010 to June 2019, there were a total of 203 scheme B hybrids that inherited *xmrk-Sp.* 11 of them developed spontaneous tumors (tumor incidence = 5.4%; Table 1). Scheme A tumor incidence follows Mendelian segregation of an unlinked *xmrk* oncogene modifier, *R(Diff)* (*X*^2^ = 3.1, df = 1, *p*-value = 0.08). In contrast, scheme B tumor incidence does not follow Mendelian distribution (*X*^2^ = 98.4, *df* = 1, *p-*value < 2.2 × 10^–16^). In addition, the genetic mechanism underlying both cross schemes is statistically independent (*X*^2^ = 98.5, *df* = 1, *p-*value ≤ 2.2 × 10^–16^; Table 1).

**TABLE 1:** Scheme A and B backcross hybrid spontaneous tumor incidence.

Scheme A (*X. hellerii* × (JpA × *X. hellerii*)		

*xmrk-Sd* non-tumor	*xmrk-Sd* tumor	incidence
167	123	42.4%

**Scheme B (*X. hellerii* × (JpB × *X. hellerii*)**		

***xmrk-Sp* non-tumor**	***xmrk-Sp* tumor**	**incidence**

192	11	5.4%

### Genetic Variants Between *X. maculatus* JpA and JpB Strains

The JpA and JpB strains were in their 116th and 109th generation of inbreeding, respectively (Figure 1). Using both genome re-sequencing data on 4 JpA and 4 JpB and RNA-Seq data of 25 JpA and 30 JpB samples, we observed 3,292 homozygous polymorphic sites between the JpA and JpB genomes (Supplementary Table 1). The majority of these genetic variants are located within non-coding regions, or located in a coding region, but are not expected to lead to codon changes (i.e., synonymous variants; Supplementary Table 1). However, we identified 393 variants that are expected to produce conservative in-frame insertion/deletion (amino acid change predicated to have minimal effects on protein product), disruptive in-frame insertion/deletion (amino acid change that is predicated to have large effect on protein product), frame-shift, missense, start codon change, stop codon loss/gain, splicing pattern/exon usage alterations, and are therefore predicted to change encoded polypeptide sequences and potentially molecular functions. These 393 variants are located within 244 genes (Figure 2 and Supplementary Table 2). In addition, genetic variants are not randomly distributed throughout the genome, but instead show defined clustering into chromosome “blocks” (Figure 2).

**FIGURE 2:**
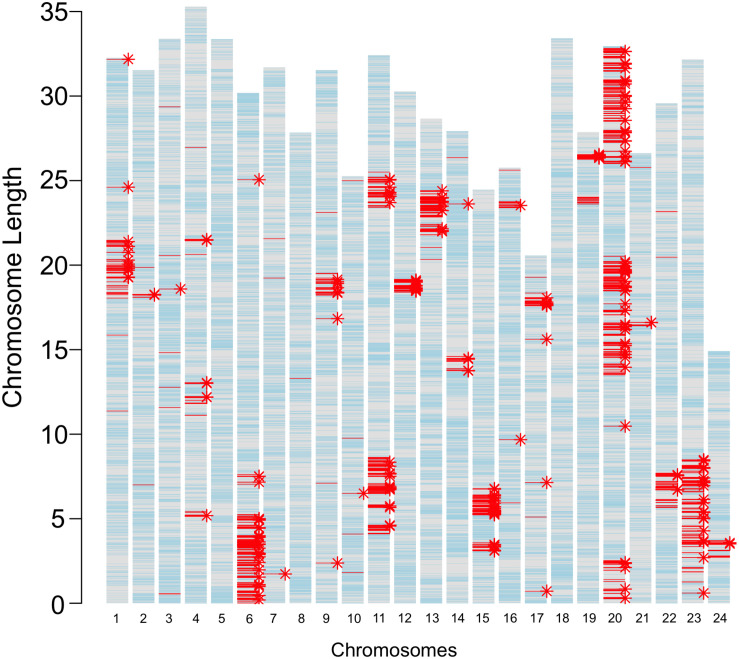
Genetic variants between JpA and JpB strains. The bar plot represents locations of inter-strain genetic variants. The length of each bar corresponds to chromosomal length, with each tick hallmarking 5 Mbp genomic regions. Light blue lines mark annotated gene models; red lines (3,292) highlight fixed genetic variants between the two strains; and asterisks indicate genes that have different coding sequences in the two strains. A total of 3,292 polymorphisms between the two strains were identified. A total 394 of these variants were predicted to change codons of 244 genes.

### Gene Expression Landscape Differences Between *X. maculatus* JpA and JpB

The inter-strain genetic variants are hypothesized to be heterozygous among the ancestral population that gave rise to both strains. These variants, shaped by evolutionary mechanisms (e.g., natural selection, genetic drift and demographic processes), may lead to functional divergence of strain-specific alleles (Wray et al., 2003; Wittkopp, 2006; Wray, 2007; Emerson and Li, 2010). Therefore, we sought to assess transcriptional differences between these two *Xiphophorus* strains in order to infer functional divergence caused potentially by the genetic variants. 

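The transcriptional data are counts of RNA-Seq reads per gene in skin and liver of the inbred *X. maculatus* strains JpA and JpB, 65 libraries in all. Skin was sequenced from 25 JpA and 30 JpB libraries, and liver from 6 JpA and 4 JpB libraries. The authors prepared paired-end mRNA libraries, mapped the trimmed reads to *X. maculatus* genome version 5.0 with TopHat2 and counted them per NCBI gene model with featureCounts. The values used here are those raw counts, for 27242 gene models. Total counts ranged from 27235335 to 77841034 (median 36548693) in JpA skin, from 26843901 to 98104664 (median 56419177) in JpB skin, from 29871688 to 77377846 (median 33487242) in JpA liver and from 83960180 to 97639817 (median 92637148) in JpB liver. The titles of 2 livers name JpB while their strain field names JpA, and they were taken as JpA livers 5 and 6 because the text and Supplementary Table 7 give 6 JpA and 4 JpB livers.

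The skin libraries carry labels from 2012 to 2018. The 25 JpA libraries are labelled 2016 (21 libraries) or 2018 (4 libraries), and the JpB libraries 2012 (1), 2014 (13), 2015 (8), 2016 (4) or 2018 (4). No label date holds both strains, and the ages do not overlap, at 13 to 24 months in JpA and 9 to 12 months in JpB, so that strain, age and date cannot be separated fully. The 30 JpB skin libraries come from 23 fish labels. In 4 pairs with the same fish label the counts differed by little more than the sampling noise, with a chi-square per degree of freedom of 2.01 to 2.78, against 9.30 or more in the other pairs with a shared label and 30.8 or more between fish. Each of these pairs was counted as 1 sample, which leaves 26 JpB skin samples.

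Counts were scaled by TMM and compared with edgeR's quasi-likelihood test, JpB over JpA, after the filter on low counts of edgeR, which kept 20028 genes in skin. A gene was called at the limits of the methods, an absolute log2 fold change of at least 1, a Benjamini-Hochberg adjusted p under 0.05 and an area under the ROC curve of at least 0.8. The edgeR test and the filter are choices made here. Gene symbols, chromosomes and positions are those of NCBI's annotation of the assembly X_maculatus-5.0-male, to which all 27242 gene identifiers matched.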

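*tmem8a*, *mtfmt* and *chd5* were at low levels in the skin of 1 strain and clearly expressed in the other. *tmem8a*, a membrane protein gene on chromosome 6 from 5527205 to 5543945, was at 47.7 ± 8.31 CPM (counts per 1e6 counts; SD, n = 26) in JpB and 1.26 ± 0.714 CPM (n = 25) in JpA, a log2 fold change of 5.24 (standard error 0.16, adjusted p = 2.54e-33 from edgeR's quasi-likelihood test). *mtfmt*, on chromosome 4 from 34575330 to 34656341, encodes the enzyme that formylates the initiator tRNA of mitochondria. It was at 5.99 ± 1.88 CPM (n = 25) in JpA, while the 30 JpB libraries together held 15 of its counts, and 23 of them held none. The chromatin remodeler gene *chd5* (log2 fold change 3.73, standard error 0.17, adjusted p = 4.53e-25) and *abtb1* (2.82, standard error 0.17, adjusted p = 5.32e-20) were higher in every JpB sample than in any JpA sample.

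Other genes with large differences have varied functions. Higher in JpB were *oxtr*, the oxytocin receptor gene (log2 fold change 2.11), the kinase gene *mapk15* (1.82), *g0s2*, an inhibitor of lipolysis (1.62), the peptidase gene *mmel1* (1.57), and *col1a1*, *col1a2* and *col22a1*. Lower in JpB were *map3k9*, a kinase upstream of JNK (log2 fold change -2.22, adjusted p = 1.89e-19), *mtif3*, a translation initiation factor of mitochondria (-1.90, adjusted p = 3.47e-18), the homeobox gene *six3* (-2.00), *shtn1* (-1.79), *siglec15* (-1.78), *fsd2* (-1.66), the immediate early gene *egr1* (-1.56), the sialyltransferase gene *st3gal1* (-1.40) and *ccdc3* (-1.39). All of these passed the 3 limits in edgeR's test over all years. In the libraries of 2018 alone *shtn1* (-0.59), *siglec15* (-0.26), *egr1* (-1.06), *st3gal1* (-0.65) and *ccdc3* (-0.45) did not pass the adjusted p. In those of 2016 alone *g0s2* (1.29), *mmel1* (0.87), *six3* (-2.12), *siglec15* (-1.86), *ccdc3* (-0.75) and the 3 collagen genes did not.

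**Figure D1:**
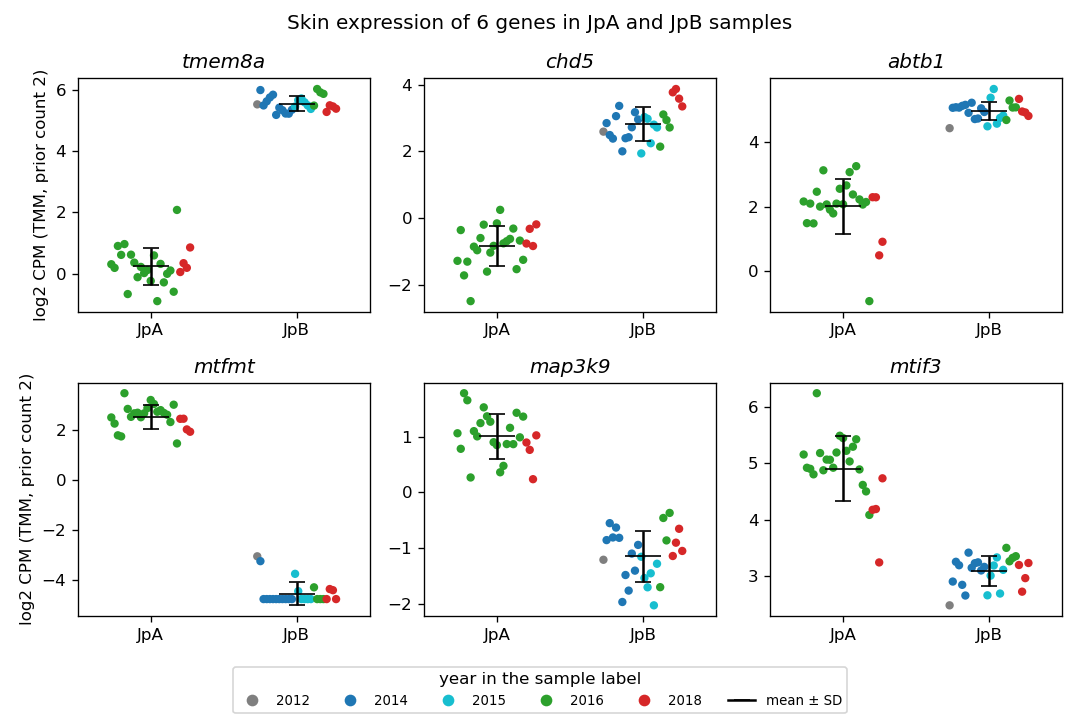
Log2 CPM (TMM-scaled, prior count 2) of 6 genes in each of the 25 JpA and 26 JpB skin samples. Points are samples, coloured by the year in the sample label, and the bar and whiskers are the mean and SD of the strain. The JpA and JpB points do not overlap for *tmem8a*, *chd5*, *abtb1*, *mtfmt* and *map3k9*, and the JpB points of *mtfmt* lie at or near the floor set by the prior count.

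Of the 20028 genes tested, 5093 differed at an adjusted p under 0.05 (2635 higher in JpB, 2458 higher in JpA), and 314 passed all 3 limits. Of these, 168 were higher in JpA and 146 higher in JpB, so that 53.5% were higher in JpA. The 2 years with both strains were also compared alone. Their libraries are among the samples on which the genes were called, so that a shared sign is in part built in. The sign was kept by 294 of the 312 tested in the libraries labelled 2018 (149 at an adjusted p under 0.05) and by 296 of the 305 tested in those labelled 2016 (139 at an adjusted p under 0.05). With these 2 years alone and the year in the model, 591 genes were called and 76.0% of them were higher in JpA, and with a stricter filter on low counts 197 were called. The paper places these expression differences beside the fixed genetic variants and proposes that such variants may lead to functional divergence of the alleles of each strain.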

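Skin holds several cell types, and of their marker genes, listed before the data were examined, those measured moved in small numbers. Many listed symbols matched no gene model. These were 13 of 17 of skeletal muscle, 8 of 14 of keratinocytes and mucous cells and 11 of 16 of hepatocytes. They were also 6 of 12 of iridophores and xanthophores, 6 of 17 of leukocytes and 3 of 7 of endothelial cells. Keratin genes such as *krt5* and muscle genes such as *acta1* and *ckm* were among them, so that these lists were measured in part only. Of 13 pigment genes of melanophores, 4 were higher in JpB and 1 was lower (5 and 2 when adjusted over the list alone). *dct* (log2 fold change 1.16, adjusted p = 0.000519 from edgeR), *mlana* (0.40) and *slc24a5* (0.61) were higher, and *tyr*, which encodes the first enzyme of melanin synthesis, was lower (-0.68, adjusted p = 5.86e-05). The directions of *dct* and *tyr* were not kept in both years, with *dct* at -0.06 in the libraries of 2016 and *tyr* at 0.01 in those of 2018. The list as a whole did not pass camera (adjusted p = 0.329). Of 6 genes of iridophores and xanthophores, *scarb1* was higher and *xdh* and *fhl2* were lower, although *scarb1* was at -0.03 in 2016 alone and *xdh* at 0.22 in 2018 alone (1 and 2 adjusted over the list alone, camera adjusted p = 0.674). Of 6 genes of keratinocytes and mucous cells, *anxa1* was higher (0.63) and *ppl* lower (-0.52) (1 and 1 adjusted over the list alone, camera adjusted p = 0.954). The median of that list was -0.12 and its mean 0.02, and camera put it lower in JpB.

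Of 11 leukocyte genes, *marco* was higher in JpB (0.63) and *cd8a* lower (-0.60), also when adjusted over the list alone (camera adjusted p = 0.674). No gene of 4 of endothelial cells (camera adjusted p = 0.674) or of 4 of skeletal muscle (camera adjusted p = 0.198) passed the test. The median log2 fold change of the muscle genes from edgeR was -0.04 and the mean -0.02. The mean of their log2 CPM per sample differed more, at -0.65 for JpB minus JpA over all years (permutation p = 0.0262). It was -1.29 in the libraries of 2016 (21 against 4, exact permutation p = 0.00087) and 0.54 in those of 2018 (4 against 4, exact permutation p = 0.286). These genes stood 3.06 and 3.27 log2 above their mean in JpB skin samples 11 and 12, where the collagens were 1.10 and 1.86 below theirs. Of 5 hepatocyte genes, 3 were higher in JpB, 4 when adjusted over the list alone (camera adjusted p = 0.115), and the fibrinogen genes *fgb* (log2 fold change 2.32, adjusted p = 0.0109) and *fgg* (1.97, adjusted p = 0.0253) among them did not separate the strains (ROC areas 0.583 and 0.572). *apob*, the other one, did (log2 fold change 0.95, adjusted p = 1.37e-06, ROC area 0.965), with 1.07 in the libraries of 2018 and 0.36 in those of 2016, where it did not pass the test. The fold of *fgb* was 5.76 in the libraries of 2018 and -0.75 in those of 2016. No symbol of the erythrocyte list matched a gene model.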

When comparing transcriptional profiles between the two strains, 412 genes (237 highly expressed in JpA, 175 highly expressed in JpB) were identified to be differentially expressed in the skin (Log_2_FC) ≥1, or ≤−1, FDR < 0.05, ROC curve AUC ≥0.8; Figure 3 and Supplementary Figures 1–3 and Supplementary Table 3).

**FIGURE 3:**
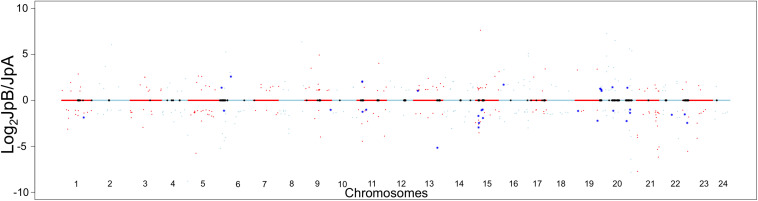
Transcriptional landscape differences modulated by inter-strain genetic polymorphisms Chromosome dot plot is used to present physical locations of genetic variants and inter-strain differentially expressed genes. Relative gene expression in Log_2_ JpB expression/JpA expression were plotted against the chromosomal location of DEGs between JpB and JpA skin. Red and light blue colors hallmark genes located on odd and even number chromosomes, respectively. Black asterisks on the centerlines highlight genes with fixed genetic variants located within the coding regions. Dots highlighted by dark blue asterisks are DEGs that are close (i.e., less than 3 kbp away) to identified genetic variants.

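Of the 314 genes called in skin, 310 lie on chromosomes 1 to 24, where 1.55% of the genes tested were called. Chromosome 20 held the largest number, with 35 of its 983 genes called (3.56%, adjusted p = 0.000163 over 24 chromosomes, Fisher's exact test), 22 of them higher in JpB and 13 higher in JpA. *chd5*, *oxtr*, *mmel1* and *g0s2* are on this chromosome. Chromosome 21 had 20 of 589 genes called (3.40%, adjusted p = 0.0124 from the same test), of which 14 were higher in JpA. On the other chromosomes the share ranged from 0.608% on chromosome 19 to 2.64% on chromosome 15, and none passed this test. Neighboring genes on a chromosome are not independent of each other, so that these p-values are a description. The genes near the most separated ones differed less or in the other direction. *vps35*, near *mtfmt*, had a log2 fold change of 0.16, *c4h16orf87* one of 0.39 and *cemip* one of 0.48. *rgs11*, beside *tmem8a*, had one of 0.15, which did not pass the test, and *tfrc*, near *tmem8a*, one of -0.47. *arhgef10l*, beside *chd5*, had one of 0.26, and *zpr1*, near *chd5*, one of -0.66. Near *abtb1*, *slc6a6* had one of -0.72 and LOC102231394 one of -1.04. These neighbors were chosen after the values of the 4 genes were seen.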

Using a 3 Kbp length up- or down-stream of the DEGs to estimate *cis-*effects of polymorphisms of gene expression, we found 163 polymorphisms (5%) are adjacent to 32 DEGs (7.8%) in the skin (Figure 3 and Supplementary Table 4).

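Several genes beside a fixed variant differed between the strains in skin. *myo6*, an unconventional myosin gene on chromosome 15 from 5282208 to 5325142, was at 116 ± 25.6 CPM (SD, n = 25) in JpA and 59.1 ± 13.3 CPM (n = 26) in JpB without overlap between the strains, although its log2 fold change of -0.98 (standard error 0.09, adjusted p = 7.15e-12 from edgeR) stays just short of the fold limit. *mtif3*, on the same chromosome from 5433371 to 5441318, was at 32.2 ± 12.5 CPM in JpA and 8.59 ± 1.49 CPM in JpB. On chromosome 11, LOC102224438 (log2 fold change 2.02, adjusted p = 7.53e-16) and its neighbor LOC102224694 (2.02, adjusted p = 4.45e-12) were both higher in JpB. LOC102218168 on chromosome 6 was higher in JpB over all years (2.52, adjusted p = 1.95e-07), with 2.81 in the libraries of 2016 and 0.41 in those of 2018, where it did not pass the test. LOC111611360 on chromosome 15 was lower (-1.70, adjusted p = 4.29e-12). *slc35d3* (-0.99) and *elmod1* (-0.97) had adjusted p under 0.05 but missed the fold limit, and LOC102217083 (-1.78) missed the ROC limit.

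The part of Supplementary Table 4 used here is incomplete, with 1998 variants, and 116 of these are listed beside 18 distinct DEGs. Of the 18 genes, 14 had enough counts to be tested. All 14 had the sign the paper reports and an adjusted p under 0.05 from edgeR, and 10 passed the 3 limits. Because the table is held in part, no test of overlap between variants and DEGs was made.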

### Functional Differences Between JpA and JpB Transcriptomes

Next, we investigated functional differences between JpA and JpB strains using observed genomic and transcriptomic divergence between the two fish strains. Both genetic variants (i.e., genes exhibiting coding sequence differences between JpA and JpB), and DEGs between the two strains, were used together to test over-representation of specific signaling pathways (Supplementary Figure 4; pathway enrichment analyses *p*-value < 0.001). This strategy was employed to identify pathways that may include genes exhibiting similar expression levels, but differentiated function due to codon changes, and genes that showed diverged expression patterns. Signaling pathway enrichment analyses were performed by comparing each dataset to databases consisting of common signaling pathways and genes.

A total of 3 major pathways (GP6 signaling pathway, Synaptogenesis signaling pathway and Base Excision Repair pathway; Figure 4) were identified (for specific pathways, see Supplementary Table 5). 

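Most of the collagen genes measured were higher in JpB skin. *col1a1*, which encodes a chain of type I collagen, the main fibrous collagen of skin and bone, was at 989 ± 957 CPM (SD, n = 25) in JpA and 4533 ± 4676 CPM (n = 26) in JpB, a log2 fold change of 2.20 (standard error 0.40, adjusted p = 5.68e-05 from edgeR's quasi-likelihood test). Its partner *col1a2* had one of 1.90 (standard error 0.36, adjusted p = 0.000125). *col22a1*, a collagen of tissue junctions, had a log2 fold change of 1.61 (adjusted p = 3.14e-05) and *col9a3*, a collagen of cartilage, one of 1.37 (adjusted p = 4.35e-05), which was 0.66 and did not pass in the libraries of 2018 alone. *col6a2* (0.82), *col27a1* (0.76), *col7a1* (0.66) and the laminin gene *lama2* (0.45) were also higher at an adjusted p under 0.05, below the fold limit.

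**Figure D2:**
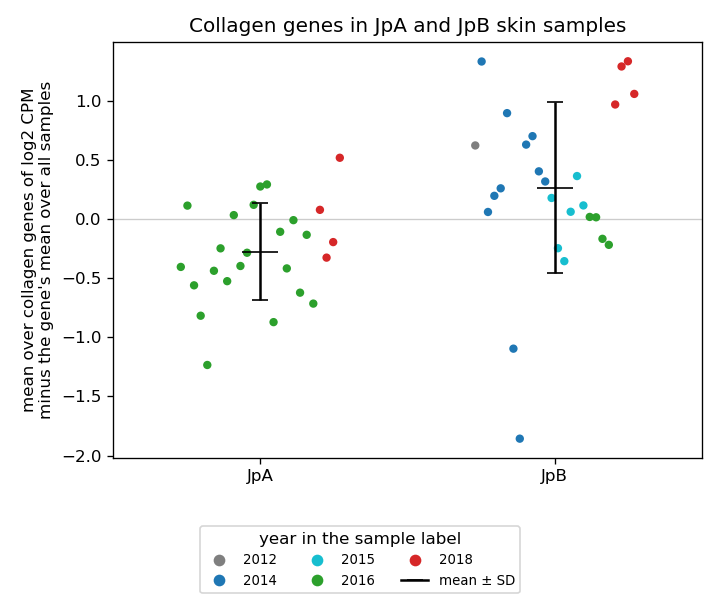
Mean over the collagen genes of log2 CPM minus each gene's mean over all samples, in log2 units, for the 25 JpA and 26 JpB skin samples. Points are samples, coloured by the year in the sample label, and the bar and whiskers are the mean and SD of the strain. The 4 JpB samples of 2018 have a mean of 1.16, and the 4 JpB samples of 2016 one of -0.09.

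The paper's pathway genes carry the names of human orthologs, and the fish models matched here by symbol may not be those it used. Of the 9 genes that the study lists for GP6 signaling, the pathway of the platelet collagen receptor, 7 matched a gene model. All 7 were higher in JpB, also when adjusted over the list alone, and 3 were called, *col1a1*, *col22a1* and *col9a3*. The study chose this list on these samples, so it is not independent evidence of the direction. Of all 25 collagen genes measured, 15 were higher in JpB and none was lower (16 when adjusted over the list alone), and 4 were called. Both lists were higher than other genes (camera adjusted p = 0.000686 for each), and neither call held with the correlation between genes estimated from the data (adjusted p = 0.694 with an estimated correlation for each). The collagen mean was 0.54 log2 higher in JpB over all years (p = 0.00189, permutation test), 1.14 in the libraries of 2018 (4 against 4, exact permutation p = 0.0286, the smallest possible) and 0.24 in those of 2016 (21 against 4, exact permutation p = 0.245). In the 2016 libraries *col1a1* had a log2 fold change of -0.09 and *col1a2* one of -0.03.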

In GP6 signaling pathways, JpA and JpB genetic differences are represented by laminin and multiple collagen genes. Products of these genes play fundamental roles in establishing the extracellular microenvironment, and differences in expression levels and sequences between JpA and JpB may suggest fundamental microenvironmental differences exist. 

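Some genes of scale and bone cells were higher in JpB skin as well. Of 8 genes of osteoblasts and scales, 4 were higher in JpB and none was lower, also when adjusted over the list alone. *sparc*, a collagen-binding matrix protein gene (log2 fold change 0.80, adjusted p = 5.95e-05 from edgeR), *sp7*, the transcription factor gene of osteoblasts (0.91, adjusted p = 0.000797), and *phospho1*, a phosphatase gene of mineralization (0.71, adjusted p = 0.00485), were among them, with *col1a1*, which both lists hold. The mean of the list was 1.29 log2 higher in JpB in the libraries of 2018 (4 against 4, exact permutation p = 0.0286, the smallest possible) and 0.30 in those of 2016 (21 against 4, exact permutation p = 0.222). In 2016 alone *sparc* (0.37), *sp7* (0.05) and *phospho1* (0.40) did not pass the test. The list passed camera (adjusted p = 0.0455) but not with the correlation estimated (adjusted p = 0.694 with an estimated correlation). Of 5 fibroblast genes, *col1a2*, *postn* (log2 fold change 1.09, adjusted p = 0.0007) and *dcn* (0.26, adjusted p = 0.0496) were higher, also over the list alone (camera adjusted p = 0.205), although *dcn* was at -0.41 in the libraries of 2016. The mean of the fibroblast genes was 1.20 log2 higher in JpB in the libraries of 2018 (4 against 4, exact permutation p = 0.0286, the smallest possible) and -0.04 in those of 2016 (21 against 4, exact permutation p = 0.881). Of 8 laminin genes, 1 was higher, *lama2*, also over the list alone but at -0.06 in the libraries of 2016, and the other 7 did not pass the test (camera adjusted p = 0.800). Their median log2 fold change was 0.11 and their mean -0.03, and camera put the list higher in JpB.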

Synaptogenesis signaling pathways are enriched by genes that are involved in Ca^2+^ outflux (*cacna2d1*), neurotransmitter exocytosis (*syn2* and *snap25*), synapse organization (*thbs1* and *nign1*), and RAC1 mediated effect (e.g., cytoskeletal organization, cell growth, glucose uptake) regulated by *efna2, itsn2, kalrn*, and *farp1* (Ridley, 2006). 

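Some genes of the synapse differed between the strains in skin, in both directions. *nlgn1*, which encodes the adhesion protein neuroligin 1, was at 4.92 ± 1.91 CPM (SD, n = 26) in JpB and 2.23 ± 1.79 CPM (n = 25) in JpA (log2 fold change 1.13, standard error 0.34, adjusted p = 0.0105 from edgeR). Of the genes of the study's list matched by symbol, it alone passed all 3 limits. It did not pass the adjusted p in the libraries of 2018 alone (1.81) or of 2016 alone (1.00). The glutamate receptor gene *gria3* (0.70, adjusted p = 0.00169), the adhesion gene *cntnap2* (0.55, adjusted p = 0.0021) and *syn2*, a gene of synaptic vesicles (0.53, adjusted p = 0.00163), were also higher in JpB. *snap25*, part of the vesicle fusion machinery, was lower (-0.95, standard error 0.32, adjusted p = 0.0254). *thbs1* (-0.11), *kalrn* (0.14), *efna2* (-0.44) and *clasp2* (0.05) did not pass the test, at adjusted p of 0.163 or more.

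The paper names its pathway genes by human orthologs, so that the fish models matched here by symbol may not be those it used. Of the 14 genes the study lists, 9 matched a gene model. Of these, 4 were higher in JpB and 1 was lower, also when adjusted over the list alone, and the list is not independent evidence of a direction because the study chose it on these samples. The list did not pass camera (adjusted p = 0.252). Figure 4 of the paper draws genes from either its variants or its DEGs, and the models carrying the symbols *syn2*, *cntnap2*, *col27a1*, *col6a2*, *col7a1* and *lama2* are not among its 412 DEGs. *col7a1* and *lama2* are in its table of codon-changing variants. Of 8 neuron genes measured, 2 were higher in JpB (*nefl*, 0.43, and *syn2*) and *snap25* was lower, also over the list alone. Their median log2 fold change was 0.13 and their mean 0.02, while camera put the list lower in JpB (adjusted p = 0.954). Of 7 Schwann cell genes, *pmp22* (0.69) and *mpz* (0.33) were higher, and 2 were higher and 1 lower when adjusted over the list alone (camera adjusted p = 0.674). In the libraries of 2016 the log2 fold change of *gria3* was -0.14, that of *mpz* -0.35 and that of *pmp22* -0.01.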

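The transcripts of 3 base excision repair (BER) enzymes did not differ detectably between the skin of the strains. *lig1*, the gene of DNA ligase 1, was at 23.8 ± 8.87 CPM (SD, n = 25) in JpA and 21.8 ± 7.06 CPM (n = 26) in JpB (log2 fold change -0.13, standard error 0.14, adjusted p = 0.543 from edgeR). *ogg1*, the glycosylase gene for oxidized guanine, was at 5.47 ± 2.03 CPM and 4.95 ± 1.44 CPM (-0.14, standard error 0.13, adjusted p = 0.446). *pole*, the catalytic subunit gene of DNA polymerase epsilon, was at 19.9 ± 9.63 CPM and 24.5 ± 11.9 CPM (0.30, standard error 0.21, adjusted p = 0.31). The genes lie on chromosome 6 from 25005389 to 25078297, on chromosome 1 from 19939311 to 19942459 and on chromosome 12 from 18478105 to 18496149. Adjusted over these 3 genes alone, which the study chose on these samples and which are not independent evidence, none passed the test (camera adjusted p = 0.954, lower in JpB). Their median log2 fold change was -0.13 and their mean 0.01. In the paper they come from the variants that change codons, which expression does not measure.

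In a wider list of 25 genes of the pathway, 2 were higher in JpB and 1 was lower. The glycosylase genes *mbd4* (log2 fold change 0.55, adjusted p = 0.000944) and *neil1* (0.34, adjusted p = 0.0404) were higher and the endonuclease gene *apex2* lower (-0.31, adjusted p = 0.0202). Adjusted over the list alone, 1 was higher and 1 lower, and the list did not pass camera (adjusted p = 0.741). None of the 25 passed in the libraries of 2018 alone or of 2016 alone with edgeR. The list passed camera in those of 2018, higher in JpB (adjusted p = 0.00174, and 0.572 with an estimated correlation). In JpA skin 1 to 3 its mean was at -0.56, -0.52 and -1.17 log2, and that of cell division genes at -1.59, -1.81 and -2.40. In JpA skin 4 these means were -0.30 and 0.56. *apex2* had a log2 fold change of 0.16 in the libraries of 2018.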

Another over-represented functional category involves core enzymes of BER genes (i.e., *pole, lig1*, *ogg1*), suggesting JpA and JpB exhibited diverged DNA repair functionality or repair efficiency (Figure 4).

**FIGURE 4:**
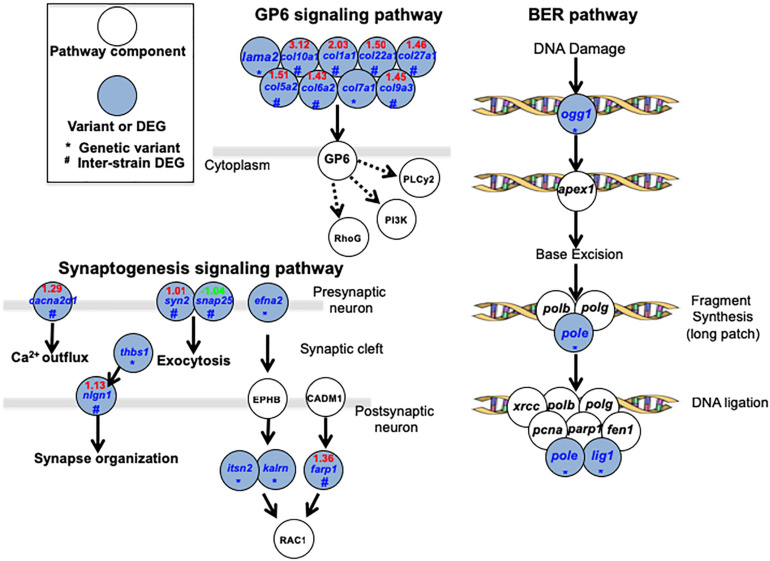
Signaling pathways over-represented by genetic variants and differentially expressed genes Over-represented pathways and related genes are plotted. Blue highlighted genes indicate the presence of a pathway component from either the genetic variants data set or DEG dataset.

## Discussion

In this study we aimed to dissect the genomic and transcriptomic variants between JpA and JpB in order to interpret functional differences between two *X. maculatus* strains that exhibit diverged tumorigenic trajectories upon inter-species hybridization with other *Xiphophorus* species. Previous studies that utilized backcross hybrids between JpA or JpB, and another *Xiphophorus* parental species to induce tumorigenesis have revealed the locations of tumors to be strongly associated with the macromelanophore pigmentation pattern (i.e., tumors in JpA derived interspecies hybrids located on dorsal fin, tumors in JpB interspecies hybrids located on side of the body) (Setlow et al., 1993; Nairn et al., 1996a; Walter and Kazianis, 2001; Mitchell et al., 2010; Patton et al., 2011; Lu et al., 2017). Therefore, it is hypothesized that genes involved in these pigmentation patterns (i.e., *Sp* or *Sd*) may be involved in the tumorigenic etiology of these two strains. However, differences in scheme A and B spontaneous cancer incidences support the concept that tumorigenesis in JpA and JpB backcross hybrids may occur by two different mechanisms independent of *Sp/Sd* (Table 1).

Comparative genomic data between JpA and JpB strains showed differences between the two strains are not limited to *Sp*/*Sd* loci that are both mapped to chromosome 21 (Gutbrod and Schartl, 1999; Woolcock et al., 2006), but they also exhibit fixed variants in many other loci (Figure 2). Surprisingly, these variants are not distributed randomly on the chromosomes, but rather cluster into large, but discrete genomic regions (Figure 2). Genetic variant density between *Xiphophorus* species, e.g., *X. maculatus* and *X. hellerii*, is 1 per 87 bp (1 SNP per 108 bp, and 1 InDel per 1,067 bp) (Shen et al., 2016). This density is much higher than the inter-strain variant density (i.e., 1 per 16,964 bp) for all chromosomal clusters (Supplementary Table 6). Considering that JpA and JpB strains originated from a single female caught in the wild, it is speculated this founding female and the unknown paternal fish, may have possessed different ancestral alleles present in the wild population. Therefore, the chromosomal distribution patterns of these inter-strain genetic variants may reflect the patterns of meiotic recombination that occurred prior to the genomes of both strains becoming fixed by inbreeding.

The genetic variants between the two strains define genetic background differences that may interact with the recurrent parental genomes upon interspecies hybridization. Although establishment of current genetic background differences may be due to a random ancestral event, characterization of these differences will allow us to perform genetic analyses (e.g., genetic association studies) to identify loci/allele(s) that contribute to spontaneous versus UV-induced melanoma, and to forward our understanding of genetic and environmental contributions to melanomagenesis.

Spontaneous cancer incidence in JpB established backcross hybrids (i.e., scheme B hybrids) is 5.4%, compared to 42.4% within JpA established hybrids (i.e., scheme A hybrids). Although significantly lower, the scheme B hybrid tumorigenesis is still *xmrk*-dependent as it only occurs in individuals that inherited *xmrk-Sp*. In addition, both JpA and JpB potentially inherited the same *R(Diff)* allele as there are either no genetic variants or significant transcriptional differences within the candidate *R(Diff)* locus (Lu et al., 2017). Therefore, a plausible explanation for the low cancer incidence for scheme B hybrids is the *xmrk-R(Diff)* interaction is further modified by additional loci. The incidence of 5.4% may suggest another two unlinked modifier genes [i.e., polygenic; e.g., *xmrk, R(Diff)*, modifier 1 and modifier 2] contribute to spontaneous tumorigenesis in scheme B hybrids. If this is true, then the fraction of hybrids possessing the particular genetic makeup is expected to be 6.25% (i.e., 0.5^4^) within the backcross hybrid cohort [e.g., *xmrk^*JpB/–*^, R(Diff)^*X. hellerii/X. hellerii*^*, modifier 1*^*X. hellerii/X. hellerii*^*, modifier 2*^*X. hellerii/X. hellerii*^*].

By combining both genomic and transcriptomic differences between the two strains, we attempted to assess synergistic mutation effects, in which an altered gene product, and expression differences may play a role. DNA repair related genes encoding core enzymes in the pathway were over-represented within the dataset, and exhibited highest pathway coverage (Figur 4 and Supplementary Table 5). Previous studies have shown that JpB exhibits two to three-fold lower efficiency in “dark repair” clearance of cyclobutane pyrimidine dimers (CPDs) and 6–4 photoproducts in skin following UVB exposure than JpA (Mitchell et al., 2004). UVB exposure of heavily pigmented scheme B hybrids was shown to increase the tumor incidence to 34.8%, or six-fold of basal incidence (Table 1 and Nairn et al., 1996a). Combining these previous observations with the genetic variants between JpA and JpB strains, it shows the two strains are diverged in DNA repair function, suggesting a partial contribution to the etiology difference between UV-induced and spontaneous tumorigenesis.

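Expression of the genes for nucleotide excision repair, the light-independent repair of ultraviolet damage, differed little between the strains in skin. Of 21 genes measured, *ercc1* (log2 fold change 0.24, standard error 0.08, adjusted p = 0.024 from edgeR) was higher in JpB, and *xpc*, which encodes a damage sensor (-0.72, standard error 0.18, adjusted p = 0.0027), and *xpa* (-0.21, adjusted p = 0.0357) were lower. Adjusted over the list alone, 1 was higher and 1 lower. The other 18 did not pass the test, and the list did not pass camera (adjusted p = 0.908), with a median log2 fold change of 0.01, a mean of -0.04 and a test in the direction of JpA. *xpc* was at 19.6 ± 13.1 CPM (SD, n = 25) in JpA and 11.9 ± 4.97 CPM (n = 26) in JpB, and its log2 fold change was -0.52 in the libraries of 2018 (adjusted p = 0.086) and -1.20 in those of 2016 (adjusted p = 0.0892). That of *ercc1* was -0.01 in the libraries of 2016. Symbols of the photolyases, which repair such damage with light, matched no gene model, so that they were not analysed here. These fish were measured at basal level, without the damage that the cited repair studies applied.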

Comparative transcriptomics also identified novel pathways that may contribute to scheme A and scheme B tumorigenesis mechanisms such as GP6 signaling within which many cellular microenvironment related genes showed genetic and transcriptional differences (Figure 4 and Supplementary Table 5). The major proteins in the extracellular matrix are collagens (Frantz et al., 2010), and emerging evidences suggest collagens have a high impact in tumorigenesis (Kalluri and Zeisberg, 2006; Kalluri, 2016). The genetic differences of collagen related genes between JpA and JpB can potentially explain the extracellular microenvironment contribution to diverged tumorigenesis mechanisms. The synaptogenesis signaling pathway that involves genes mediating inter-cellular interactions (Figure 4 and Supplementary Table 5) was also identified. Although we do not have direct evidence to conclude that synaptogenesis is functionally different between JpA and JpB, it is clear to observe from the genetic data that several aspects related to synapse function are affected (Figure 4). It is worth noting that RAC1 regulations are diverged between the two strains. 

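Of 15 regulators and effectors of the small GTPase RAC1 measured in skin, 2 were higher in JpB and 13 did not pass the test. The exchange factor genes *farp2* (log2 fold change 0.36, standard error 0.07, adjusted p = 0.000219 from edgeR) and *arhgef6* (0.29, standard error 0.06, adjusted p = 0.000266) were higher, also when adjusted over the list alone. *arhgef6* did not pass the adjusted p in the libraries of 2018 alone or of 2016 alone. *farp2* was at 66.8 ± 13.0 CPM (SD, n = 25) in JpA and 85.8 ± 11.2 CPM (n = 26) in JpB, and *arhgef6* at 70.5 ± 10.6 and 85.9 ± 9.69 CPM. No gene of the list reached the fold limit. The list passed camera narrowly (adjusted p = 0.0479). It did not pass with the correlation between genes estimated (adjusted p = 0.694 with an estimated correlation), nor in 8 of the 11 other settings, among them no TMM (0.118), the libraries of 2016 and 2018 with year as a covariate (0.286) and the replicate block (0.228). The symbols *rac1*, *farp1* and *itsn2* matched no gene model.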

RAC1 functions are related to glucose transportation, cell growth, cytoskeletal organization, and cell motility (Stallings-Mann et al., 2012; Yang et al., 2012; Xiang et al., 2016). Dysregulation of RAC1 also results in tumor metastasis through epithelial-mesenchymal-transition (Stallings-Mann et al., 2012; Yang et al., 2012). Taken together, the data suggests inter-strain pathway activity differences may collectively predispose cellular transcriptomes into different tumorigenesis trajectory.

In summary, our data suggest that both genomic and transcriptomic divergence have broad functional impacts in two closely related and highly inbred *X. maculatus* strains. With these observations, we conclude that significant differences in transcriptomes between these two closely related genetic lines result in fundamental functional divergence, even between animal lines that may be traced to a single origin.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI GEO (accession number: GSE157537). Link is https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE157537.

## Ethics Statement

The animal study was reviewed and approved by Texas State University Institutional Animal Care and Use Review Board.

## Author Contributions

YL and RW: acquisition of funds, experiment design, data analyses, and manuscript drafting. TO: data analyses and manuscript drafting. MB: experiment coordination, sample collection, and data analyses. WB: sample collection and data purification. WW: experiment design, sample collection, and data analyses. MS: experiment design, data analyses, and manuscript drafting. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.xiphophorus.txstate.edu

## Supplementary Material

Supplementary Figure 1 Principle Component Analyses of gene expression profiles. The first two dimensions of principle component analyses are plotted. All samples are plotted with colors distinguished different organs, and shapes distinguished different fish strains.

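Skin and liver were far apart in the gene expression profiles, and the skin libraries of the strains overlapped. Over all 65 libraries and 21787 genes (TMM log2 CPM, prior count 2, centred and scaled), the first component held 46.6% of the variance. Skin libraries lay between -57.4 and -0.45 on it and livers between 141 and 262. The other components were smaller, with 7.83% on the second and 5.82% on the third. On the second component the skin libraries of JpA had a mean of -25.0 ± 42.6 (SD, n = 25) and those of JpB one of 18.5 ± 34.9 (n = 30), with a ROC area of 0.771 for strain. These libraries include both members of the 4 repeat pairs, and with each pair summed to 1 sample, a setting chosen after seeing the data, the area was 0.748. Over the libraries it was 0.583 with the 1000 most variable genes, unscaled, and 0.511 in skin libraries alone. Other components separated the strains in skin further, with 0.911 on the third of the 1000 genes and 0.785 on the first of skin alone. The livers separated by strain on the first component, where those of JpA reached at most 244 and those of JpB began at 245, and on the third. With the 1000 genes their ROC area on the first was 0.583 and they separated on the second and on the third instead. The livers of JpB lay between -47.3 and -43.5 on the third component, and those of JpA, the 2 with conflicting labels included, between 2.89 and 70.7.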

Supplementary Figure 2 Differentially expressed genes between JpA and JpB. Dot plot showing differentially expressed genes. Log_2_FC was plotted against Log_2_CPM difference between JpA and JpB.

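Low expression is common among the genes called between JpA and JpB skin. Of the 314, 99 had a mean under 1 CPM over the skin samples, and 236 carry only a LOC number as their symbol. The fold limit removed most of the genes past the adjusted p, leaving 557 of 5093, of which 276 were higher in JpA. The ROC limit then removed those with a ROC area under 0.8, a limit that still allows overlap between the strains. An example is *sqle*, a gene of sterol synthesis, with a log2 fold change of -1.55 (adjusted p = 0.000547 from edgeR) and a ROC area of 0.714. In the libraries of 2018 its log2 fold change was 1.19. Another is *slc2a12*, a sugar transporter gene at 25.7 ± 69.3 CPM (SD, n = 26) in JpB and 11.0 ± 5.56 CPM (n = 25) in JpA, whose log2 fold change of 1.22 was -0.19 without JpA skin 9 and JpB skin 11 and 12.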

Supplementary Figure 3 Expression patterns of differentially expressed genes. Heatmap shows library size-normalized expression (Log_2_CPM) in JpA and JpB skin. Each column represents an individual sample, and each row represents scaled gene expression of a single gene in all samples.

Supplementary Figure 4 Venn diagram showing numbers of differentially expressed genes and variants affected genes. Venn diagram is plotted to show numbers of differentially expressed genes between JpA and JpB skin, genes of different coding sequences between the two strains, and genes that are of both of these categories.

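Some genes differed between the strains in both expression and coding sequence. Of the 243 genes with a codon-changing variant in the part of Supplementary Table 2 used here, 237 were tested in skin, 82 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, and 6 were called. Of all 20028 genes tested, 5093 had such an adjusted p and 314 were called, and the 2 shares were not tested against each other. The paper kept only variants also found in RNA reads, so that these genes are in part chosen for being expressed. There are 8 genes in both the paper's list of DEGs and that part of Supplementary Table 2, and 6 of them were called here. *g0s2* on chromosome 20 and LOC102223029 on chromosome 19 are examples. The latter was at 36.5 ± 10.9 CPM (SD, n = 25) in JpA and 90.7 ± 27.8 CPM (n = 26) in JpB without overlap, a log2 fold change of 1.31 (standard error 0.12, adjusted p = 5.37e-13). LOC111605793 (1.03) and LOC102233941 (1.46) on chromosome 20 and LOC111611357 (1.07) on chromosome 15 were higher in JpB, and LOC111611360 was lower. *myo6* missed the fold limit, and LOC102223152 did not have enough counts in skin for the test.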

Supplementary Table 1 Summary of genetic variant effects.

Supplementary Table 2 Codons affecting genetic variants.

Supplementary Table 3 Differentially expressed genes between JpA and JpB.

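This table gives a log2 fold change for each of the 412 DEGs, JpB over JpA. Of these genes, 333 passed the filter on low counts used here. All 333 had the same sign, 330 had an adjusted p under 0.05 from edgeR, and 293 passed the 3 limits. The paper's reported value for *tmem8a* is 5.27, beside 5.24 here. For *chd5* the paper's value is 3.70, beside 3.73. Across these genes, which are not independent replicates, the fold changes had a Pearson correlation of 0.999 and a Spearman correlation of 0.991 with the paper's. A further 21 genes were called here and are not in the table. Without the filter, all 412 could be tested, all kept their sign and 361 were called.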

Supplementary Table 4 Genetic variants and their adjacent DEGs.

Supplementary Table 5 Signaling pathways enriched by genetic variants and DEGs between JpA and JpB.

Supplementary Table 6 Genetic variant density of polymorphic chromosomal clusters.

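The sequencing of skin and liver differed between strains in read length and depth. JpA skin libraries were read at 100 bp (21 libraries) or 150 bp (4 libraries), and JpB skin libraries at 75 bp (17), 100 bp (5), 125 bp (4) or 150 bp (4). The paper's median share of mapped reads was 98% for the JpB skin libraries of 75 bp and 91% for the JpA skin libraries of 100 bp. It was 90% and 91% for the 150 bp libraries of JpA and JpB skin, where read length is matched. JpA livers were read at 100 bp (4 libraries) or 150 bp (2 libraries), and all 4 JpB livers at 150 bp. The 10 most abundant genes took 27.6% to 31.2% of the counts in JpB liver and 18.9% to 27.4% in JpA liver, against 5.91% to 10.4% in JpA skin and 7.24% to 13.3% in JpB skin.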

Supplementary Table 7 DNA and RNA sequencing statistics.

# Supplementary material for: Intra-Strain Genetic Variation of Platyfish (Xiphophorus maculatus) Strains Determines Tumorigenic Trajectory
**Source:** Front Genet. 2020 Oct 6;11:562594. doi: 10.3389/fgene.2020.562594
**Supplement:** Supplementary Figure 1 — Principle Component Analyses of gene expression profiles. The first two dimensions of principle component analyses are plotted. All samples are plotted with colors distinguished different organs, and shapes distinguished different fish strains.

## Slide 1

## Slide 2

## Slide 3

Color Key
6
4
2
0
-4
-2
-6
Scaled Expression
JpA (n=25)
JpB (n=30)

## Slide 4

Variants Affected
Genes
Differentially Expressed
Genes
236
404
8

How the deposited data were processed for this re-analysis (not part of the article)

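RNA of skin and liver of *X. maculatus* JpA and JpB was measured by RNA-Seq in 65 libraries, 25 of JpA skin, 30 of JpB skin, 6 of JpA liver and 4 of JpB liver. The count values are raw counts per NCBI gene model that the authors made before deposition. Per the authors' methods, paired-end reads were trimmed and filtered, mapped with TopHat2 to *X. maculatus* genome version 5.0 and counted with featureCounts, whose versions and settings the text does not name. Each library has its own counts. The labels also carry a word for treatment, which was not modelled in the strain comparison. It is 0 min or sham in both strains, an hour of the day in JpA skin alone, and UV at 0 kJ or CO-0min in JpB skin alone.

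Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. Genes were kept by filterByExpr, with a smallest count of 10 and the strain as group, scaled by TMM and tested with glmQLFit and glmQLFTest, JpB over JpA. Log2 CPM values used a prior count of 2. The ROC area was computed from them over the same samples. The p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Liver was compared in the same way. The difference of the strain effect between tissues was the interaction term of a model of tissue and strain over all skin and liver samples, with the repeat libraries summed. The 5 fish labels with both a skin and a liver library were treated as independent samples. Time of day was tested in the 16 JpA skin libraries of 24-month fish whose labels give an hour, with a cosine and a sine of a 24 h period. Principal components were computed on centred and scaled log2 CPM.

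The comparisons, tests, gene lists, the rule for named genes and most alternatives were set before the data were examined. Fold changes in the paper's tables had been seen by then. Named genes are those the study names, the 10 called genes with the largest fold in each direction that have a symbol and a mean of at least 1 CPM, up to 4 members of each list with the smallest adjusted p, the DEGs beside a variant, the genes both DEG and codon variant, and for time of day the 10 smallest adjusted p among genes with a symbol and the clock genes. The lists were GP6 signaling, synaptogenesis and BER as the study gives them, collagens, laminins, base excision repair, nucleotide excision repair, photolyases, RAC1 regulators, neurons, Schwann cells, melanophores, iridophores and xanthophores, keratinocytes and mucous cells, skeletal muscle, erythrocytes, leukocytes, osteoblasts and scales, fibroblasts, endothelial cells, hepatocytes, circadian clock, cell division, stress and immediate early genes, sterol synthesis, interferon response, ERBB receptors and ligands, *R(Diff)* candidates and ribosomal proteins. Lists with at least 3 members were tested with camera at a preset correlation of 0.01, and with an estimated correlation as an alternative. Differences of list means used permutation tests, two-sided, with 100000 resamples, or exact ones where a group had fewer than 10 samples.

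Libraries with the same fish label were summed where the chi-square per degree of freedom of their counts was under 3, over genes with at least 50 counts in the pair. Replicate numbers do not pair the strains. Of 18 numbers present in both strains in skin, none of the JpA samples correlated best with the JpB sample of its own number, and the median correlation was 0.054.

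The pipeline was tested on simulated data, in which 100 genes were changed by a known amount. In skin, 94% of genes changed by 1 log2 and 97% of those changed by 2 log2 passed the adjusted p, and 46% and 96% passed all 3 limits. In liver the shares past the adjusted p were 16% and 70%, for the tissue difference 22% and 59%, and for time of day 12% and 70%. The simulated counts were independent between samples and held no differences of year, age, date or fish. These shares therefore do not cover such structure in the real samples. Floors cover counting error only. The 95% intervals of medians are bootstrap intervals over genes. Alternatives were other scaling (none, upper quartile), DESeq2, the edgeR exact test, no filter, a filter of 1 CPM in 25 libraries, no ROC limit, single years, year as a covariate, fish labels summed, a replicate block and leaving out libraries or time points. DNA variants were not called here. Enrichment of pathways was not tested, and no photolyase or erythrocyte symbol matched a gene model. Other lists were measured in part. Among them, 7 of 15 symbols of osteoblasts and scales and 4 of 9 of fibroblasts had no match. The same held for 13 of 21 of the circadian clock and 10 of 14 of the interferon response.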

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

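The tests of label year and of scale and bone tissue were chosen only after the results were seen.

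The strain difference was not the same in both tissues for many genes. In the interaction term of edgeR, 2980 of 21792 genes differed between liver and skin by at least 1 log2 at an adjusted p under 0.05, 856 of them further toward JpB in liver and 2124 further toward JpA. These directions moved with the setting, to 280 and 4386 without TMM and to 844 and 1122 in the libraries of 2018. Of the 2980 genes, 788 were called again in the libraries of 2018. All JpB livers are labelled 2018, while JpB skin is labelled 2012 to 2018, so that this term mixes tissue with year and age. In the values of liver minus skin, *tmem8a* (2.50) and *abtb1* (1.66) were higher in JpB in both tissues and more so in liver. *mtif3* (1.99), lower in JpB skin, had a log2 fold change of -0.05 in liver. *st3gal1* (1.67), *myo6* (1.66) and *shtn1* (3.18) were lower in JpB in skin over all years and not in liver. In the skin libraries of 2018 alone *st3gal1* and *shtn1* did not pass the adjusted p, and *myo6* did (-1.08). *mmel1* (-4.16) was higher in JpB skin and lower in JpB liver. *lama2* (-1.73), *kalrn* (-1.09) and *clasp2* (-0.53) leaned toward JpA in liver. The differences of *chd5* (-2.22), *cntnap2* (-2.23), LOC102218168 (-5.38), LOC102224438 (-1.89) and LOC102224694 (-2.67) rest on very few counts in liver, where these genes did not pass the filter on low counts, and those of LOC102221327 (3.72) and LOC102223152 (1.55) on few counts in skin. The difference of LOC102216382 (3.75) rests on a low level in liver, 0.464 CPM in JpB and 0.0170 CPM in JpA. Its excess in JpB liver was 0.122% of its level in JpB skin of 2018, so that skin reads in the liver libraries were not excluded for it. Of 60 groupings of the samples, the real one included, 1 gave as many genes, the real one. The highest of the others gave 2675 and their median was 740, so that the samples have a structure besides the strain.

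Liver samples of both strains were not compared for expression in the paper's text. There, 860 of 16818 genes passed the 3 limits between JpA and JpB, 294 higher in JpB and 566 higher in JpA. The JpB livers are of 9-month fish labelled 2018, and the JpA livers of 20-month fish labelled 2016 or 13-month fish labelled 2018. No label date or age holds both strains, so that strain, age and date cannot be separated in liver. The numbers higher in JpB and in JpA were 124 and 1331 without TMM, 43 and 43 with the replicate block, and 112 and 114 without JpB liver 3. Without any 1 of the JpB livers, 203 to 260 genes were called in all. Of 100 splits the real one gave the most, which argues against chance but does not separate strain from age or date. The highest of the others gave 480. That split put JpA livers 1, 2, 5 and 6 together. In JpA skin, 411 of 20624 genes followed the time of day. Of 100 orders of the hours the real one gave the most, which argues against chance, and the highest of the others gave 303.

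Single livers stood far from the others of their strain in 6 of the 40 groups of named genes tested. For independent normal values Dixon's test of gaps gives about 1 in 20. The values were CPM without a log, of genes chosen for large folds in these livers, so that this rate does not apply. *abtb1* was at 2.05 CPM in JpA liver 4 (0.401 to 0.562 CPM in the others) and *nfasc* at 30.9 CPM in the same liver (4.66 to 13.6). In JpA liver 2, *kiaa0895* was at 43.2 CPM (1.59 to 13.6) and *pfkfb3* at 24.8 CPM (0.344 to 9.06). *cerkl* was at 15.4 CPM in JpB liver 2 (7.03 to 8.12) and *fabp2* at 338 CPM in JpB liver 4 (252 to 253).

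The first pattern weighed is the 314 genes called in skin. Of 100 splits the real one gave the most and the highest of the others gave 7, which argues against chance. The strains were sampled in different years, and libraries of different years differ within a strain in some pairs of years. Between 2016 and 2018, 730 genes were called in JpA skin and 1862 in JpB skin, and between 2014 and 2015 none was called in JpB skin. Age differs along with these years, with 20 to 24 against 13 months in JpA and 11 against 9 months in JpB, so that the counts cannot be put down to the year alone. Of 471 genes called between JpA libraries of 2016 and JpB libraries of 2012 to 2015, 73.2% had the same sign in the libraries of 2018, and the others of the 35 splits of those libraries gave at most 72.4%. This narrow margin argues against the year as the whole source of the calls. It leaves the year open for single genes, among them the strain calls that were also called between years. Age and label date were not tested, as neither is shared between the strains.

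The second pattern is the higher collagens in JpB skin. In the libraries of 2018 the difference was 1.144 log2. That of 2016 was smaller, and the change between the years had a permutation p of 0.0795. Label date and age differ between the strains within 2018 too, so that this cannot tell strain from date. The collagen mean of JpB was 1.16 in 2018, beside 0.62 in 2012 (1 sample), 0.17 in 2014, 0.02 in 2015 and -0.09 in 2016. More scale and bone tissue in the JpB skin pieces may account for part of the collagen difference. With the mean of 7 other scale and bone genes in the model, the strain difference fell from 0.54 (standard error 0.165) to 0.204 (standard error 0.124, p = 0.106). A difference in the skin itself stays open as well.

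The third pattern is the fibrinogen transcripts in the JpB skin libraries, tested in those of 2018. RNA of liver in those samples is a candidate explanation. The median excess of 50 other abundant liver genes there was 0.119% of their liver level (95% interval 0.117 to 0.124), beside 0.114% for the fibrinogens. All 50 had an excess above 0. These genes were chosen for a low level in JpA skin of 2018, which is also the level subtracted, so that the choice favored an excess above 0. The fibrinogen excess was 0.11%, 0.168%, 0.0906% and 0.0877% in JpB skin 30 to 33. Reads of liver libraries of the same label date are a further candidate, and cannot be told apart from it. The pattern is not one of 2018 alone. The mean of the hepatocyte genes stood 3.38 log2 above its average in JpB skin 1 (2012) and 3.32 in JpB skin 17 (2015), beside 2.30 to 3.24 in JpB skin 30 to 33 and 2.28 in JpA skin 23 (2016), and no liver library here carries the years 2012 or 2015. In JpB liver, the median excess of 50 abundant skin genes was 0.0448% (0.0275 to 0.0671), near the bound set for this test, and 47 had an excess above 0. They were likewise chosen for a low level in JpA liver of 2018, the level subtracted. Of the 146 genes called higher in JpB, such a share of liver gives most of the 2018 excess in 3.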

How the results depend on the processing

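The settings with all 55 libraries, without JpA skin 9 and JpB skin 11 and 12, without JpA skin 9 alone, and with repeat pairs summed in the components were chosen after seeing the data.

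In skin, the number of called genes stayed within 1.5 times of 314 under other scaling, DESeq2, the exact test, no filter, fish labels summed, the libraries of 2016 and the replicate block (374). It was 197 with at least 1 CPM in 25 libraries, where fewer genes are tested. It was 591 in 2016 and 2018 with year as a covariate, 1344 in 2018 alone and 557 without the ROC limit. Of the 314, 136 were also called in 2016 alone, 135 in 2018 alone, 170 with the year covariate and 237 with the replicate block. Genes past the adjusted p alone numbered 2570 with the year covariate, 2666 in 2018, 785 in 2016 and 3357 with the replicate block, all with fewer samples. The share of calls higher in JpA was 76.0% with the year covariate, and 49.5% without the ROC limit, which reverses it. The GP6 genes called were 6 in 2018, 1 in 2016 and 1 with the replicate block, and the synaptogenesis genes called were 2 with all 55 libraries. Base excision repair genes past the adjusted p were 1 with the year covariate, 0 in 2018, 0 in 2016 and 1 with the replicate block. The number of lists that passed camera was 11 in 2018, 2 in 2016 and 0 with an estimated correlation, against 6. The ROC area of strain on the second component was 0.583 with the 1000 most variable genes and 0.511 in skin alone, and stayed near with repeat pairs summed (0.748). The cause was not tested where none is given.

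Of the values of 114 named skin genes under these settings, 1204 kept direction and side of the threshold, 196 lost and 13 gained the test, 21 moved and 25 reversed. The reversed log2 fold changes in 2018 alone were *sqle* 1.19, *slc2a12* -0.49, *tyr* 0.01, *rpl38* -0.42, *apex2* 0.16, *xdh* 0.22 and *mcm5* 0.26. With the year covariate they were *dcn* -0.10, *slc2a12* -0.21 and *rpl38* -0.15. In 2016 alone they were *dcn* -0.41, *col1a2* -0.03, *ercc1* -0.01, *slc2a12* -0.07, *scarb1* -0.03, *lama2* -0.06, *dct* -0.06, *fgb* -0.75, *gria3* -0.14, *rpl38* -0.02, *pmp22* -0.01, *col1a1* -0.09, *mpz* -0.35 and *fgg* -0.65. Without JpA skin 9 and JpB skin 11 and 12, *slc2a12* was at -0.19. The cause was not tested. The named genes past the adjusted p over all years that passed it neither in 2018 alone nor in 2016 alone included LOC102217083, LOC102219772, *anxa1*, *apex2*, *arhgef6*, *cacna1e*, *ccdc3*, *cdkn2b*, *cgref1*, *cntnap2*, *dcn*, *dnajb1*, *ercc1*, *fhl2*, *insig1*, *irf9*, *layn*, *lss*, *marco*, *mbd4*, *mcm5*, *mlana*, *nefl*, *neil1*, *nlgn1*, *rpl38*, *rpl7l1*, *rps14*, *rrm2b*, *scarb1*, *siglec15*, *slc2a12*, *slc35d3*, *srebf2*, *syn2*, *tgfa*, *xdh*, *xpa* and *xpc*. These fits have fewer samples.

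In liver, 860 called genes became 1455 without TMM, 1539 with DESeq2, 1989 in 2018 alone and 86 with the replicate block, and 793 without JpA livers 5 and 6, which the block leaves out too. Leaving out 1 liver in turn gave 203 to 1108, with 260, 244, 226 and 203 without JpB liver 1, 2, 3 and 4. Of the values of 20 named liver genes, 273 were kept and 67 lost the test. In 2018 alone *slc6a9* was at -3.75, *pptc7* -7.01, *slc2a12* -5.24, *nfasc* -3.44, *xkr6* -3.80, *postn* 1.24, *mxd3* 3.25, *kiaa0895* -4.01 and *pfkfb3* -2.92. Without JpA livers 5 and 6 *pptc7* was at -2.99, *slc2a12* -3.58 and *postn* 3.10, and with the replicate block *pptc7* at -2.73, *layn* -2.96, *slc2a12* -2.99, *pck1* -6.56, *postn* 3.30, *cgref1* 2.73 and *pfkfb3* -3.09. Without TMM *slc6a9* was at -6.11, *cacna1e* -6.98, *pck1* -8.49, *kiaa0895* -5.47 and *pfkfb3* -4.94. The tissue difference was 1966 genes in 2018 alone and 4666 without TMM. Of the 2980 genes of the main fit, 788 and 2404 were among these.

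For time of day, 411 genes became 715 with the hours as a factor, of which 174 were among the 411. They became 2052 with DESeq2's likelihood ratio test (408 of the 411 among them). Without JpA skin 9, 1 of the 2 fish of 17 h, they became 832 (392 of the 411 among them). Leaving out each hour in turn gave 107 to 3356. It gave 250 without 2 h, 167 without 8 h, 132 without 11 h, 152 without 14 h, 3356 without 17 h, 107 without 20 h and 204 without 23 h. Of the values of 12 named genes, 150 were kept and 6 lost the test.

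The list tests were not run under DESeq2 and the exact test, as they use log2 CPM. Depth limits genes near 0 counts, such as *mtfmt* in JpB, whose fold rests on the prior count.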

Differences from the paper's values

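The setting with all 55 libraries and no filter was chosen after seeing the values. The numbers of called genes in skin lie within 1.5 times of the paper's. The paper counts 412 DEGs, 237 higher in JpA and 175 higher in JpB, where 314, 168 and 146 were called at the same stated limits. Of the alternatives set before the data were examined, the filter of 1 CPM in 25 libraries (197) and the libraries of 2018 alone (1344) give a total further than 1.5 times from the paper's, and the others do not. For genes higher in JpA, the year covariate also does (449), and for genes higher in JpB, the fit without the ROC limit (281). With all 55 libraries as separate samples and no filter, chosen after seeing the values, 414 genes are called, 231 higher in JpA and 183 higher in JpB, and 24 of the paper's 412 are dropped.

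Of the DEGs that the paper places beside variants or names in a pathway, 5 were tested and not called. They are *myo6*, *slc35d3*, *elmod1*, *snap25* and LOC102217083. *myo6* is called without TMM, in the libraries of 2018 and with all 55 libraries. *elmod1* is called without TMM, with the year covariate, in 2018, in 2016, with the replicate block, with all 55 libraries, and without JpA skin 9 and JpB skin 11 and 12. *snap25* is called with the year covariate, in 2016, with the replicate block and with all 55 libraries. *slc35d3* is called with the replicate block and with all 55 libraries. LOC102217083 is called under none of the settings run on named genes. The settings with all 55 libraries and without those 3 samples were chosen after seeing the data.

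The paper states that no transcriptional difference was found in its candidate locus of *R(Diff)*, and its text names no gene of that locus. *cdkn2b*, on chromosome 5 from 15851032 to 15853644, was called lower in JpB skin, and is in the paper's own table of DEGs. Whether it lies in the locus the paper means was not tested. Supplementary Figure 1 draws the numbers of livers per strain the other way round from the text, which gives the numbers used here.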

Other observations

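The tests of genes whose levels do not overlap and of variant blocks were chosen only after the results were seen.

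Time of day shaped the expression of clock genes in JpA skin. In 16 libraries, at 8 hours with 2 fish each, 6 of 8 clock genes followed a 24 h cosine at an adjusted p under 0.05 from edgeR, and all 8 when adjusted over the list alone. *per3* varied by 4.22 log2 from peak to trough with a peak at 7.68 h (adjusted p = 9.15e-09), *per1* by 5.00 with a peak at 5.25 h, *clock* by 3.55 at 16.5 h, *nfil3* by 2.66 at 18.7 h, *per2* by 2.59 at 12.0 h and *hlf* by 1.24 at 15.6 h. *hlf* lost the test with the hours as a factor and without 11 h, 14 h or 20 h, and *per2* without 11 h or 23 h. Among genes outside the list whose symbol is not a LOC number, *abcc5* (2.62), *aspa* (3.89), *sik2* (1.54), *mxd3* (1.96), *spsb3* (1.09) and *ppp1r1b* (1.10) had the smallest adjusted p, and many LOC genes had smaller ones. Of 298 strain calls tested for time of day, 15 were also among the 405 time genes tested for strain, where 6.04 are expected if these are independent.

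The named genes of liver have varied functions. *tmem8a* (log2 fold change 7.60) and *abtb1* (4.34) were higher in JpB, as in skin. *pck1*, the gene of the first enzyme of gluconeogenesis, was at 656 ± 657 CPM (SD, n = 6) in JpA and 2.79 ± 3.20 CPM (n = 4) in JpB (log2 fold change -7.88, adjusted p = 0.0228 from edgeR). *cacna1e* (-6.34), *pptc7* (-5.58), *slc6a9* (-5.50), *layn* (-5.32), *xkr6* (-5.31), *nfasc* (-4.70) and *slc2a12* (-4.36) were lower in JpB. The fatty acid binding protein gene *fabp2* (2.58), *mxd3* (2.46), *mfsd2a* (2.39), *postn* (2.17), *klf7* (2.07), *cgref1* (2.06) and *fam114a1* (1.87) were higher. The calls of *pck1*, *cacna1e*, *pptc7*, *layn*, *slc2a12*, *postn* and *cgref1* were lost whichever of the 4 JpB livers was left out. That of *mfsd2a* was lost without JpB liver 2, 3 or 4, JpA liver 1, 5 or 6 and JpA livers 5 and 6 together, that of *layn* also without JpA liver 1, JpA liver 6 and JpA livers 5 and 6 together, that of *postn* also without JpA liver 1 or 4, and that of *fam114a1* without JpB liver 4. The replicate block lost those of *pck1*, *pptc7*, *layn*, *slc2a12*, *postn*, *cgref1*, *mfsd2a* and *mxd3*. Single livers also moved the fold, with *layn* at -4.12 without JpA liver 1, *cacna1e* at -5.56 without JpA liver 3, *abtb1* at 4.94 without JpA liver 4, *tmem8a* at 8.20 without JpA liver 5, *slc2a12* at -3.67 and *pptc7* at -4.90 without JpA liver 6, and *pck1* at -9.10, *xkr6* at -6.31 and *slc6a9* at -6.27 without JpB liver 2. Skin reads in the liver libraries were not excluded for *postn*, whose excess in JpB liver was 0.0682% of its level in JpB skin of 2018. In the livers of 2018 alone, *cacna1e* was at -1.69 and was not called. Of 73 ribosomal protein genes, 2 were higher in JpB and the list passed camera (adjusted p = 7.89e-09), but not with the correlation estimated (adjusted p = 0.791 with an estimated correlation). No other list passed in liver, and sterol synthesis came closest (adjusted p = 0.0546).

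In skin, some genes of the stress response and of sterol synthesis were lower in JpB, and most members of both lists did not pass the test. Of 8 stress and immediate early genes, *egr1* and *dnajb1* (log2 fold change -0.50) were lower, 3 when adjusted over the list alone, and of 13 sterol genes 5 were lower, 6 over the list alone, among them *lss* (-1.36, adjusted p = 4.07e-07 from edgeR), *insig1* (-0.84) and *srebf2* (-0.71), none of which passed in 2018 alone (-0.42, -0.44 and -0.49) or in 2016 alone (-1.28, -0.92 and -0.34). Both lists passed camera (adjusted p = 0.00234 each) and neither did with the correlation estimated (adjusted p = 0.694 with an estimated correlation). The difference of the sterol means, JpB minus JpA, was -0.35 log2 over all years (permutation p = 5e-05). It was 0.06 in 2018 (4 against 4, exact permutation p = 0.629) and -0.27 in 2016 (21 against 4, exact permutation p = 0.187). That of the stress means was -0.82 over all years (permutation p = 0.00018). It was -1.33 in 2018 (exact permutation p = 0.114) and -0.91 in 2016 (exact permutation p = 0.00933). The clock list had 1 gene lower, *per2* (-1.14), also over the list alone (camera adjusted p = 0.674, median 0.10, mean -0.07). *per2* varied by 2.59 log2 over the day in JpA skin. No JpB label gives an hour, so that hour and strain were not separated for this gene. Of 19 genes of cell division, 2 were lower and none over the list alone (0.674). Of 4 interferon genes, 1 was lower, also over the list alone (0.674). Of 8 ERBB genes, *tgfa* was higher (1.07, adjusted p = 3.07e-05), also over the list alone (0.800, median -0.01, mean 0.06), with 0.35 in 2018 alone and 0.90 in 2016 alone, where it did not pass the test. Of 73 ribosomal protein genes, 1 was higher and 2 were lower, none over the list alone (0.674, median -0.03, test toward JpB). Of the *R(Diff)* candidates named in the wider literature, only *cdkn2b* matched a gene model, on chromosome 5, and it was lower in JpB (-1.12, adjusted p = 9.43e-05), with -1.20 in 2018 alone and -1.27 in 2016 alone, where it did not pass the adjusted p.

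A hypothesis is that genes whose skin levels do not overlap between the strains differ in liver too. There were 29 such genes, 15 of them higher in JpB. A random order of independent samples gives 8.1e-13% per gene. The samples share dates, ages and some fish labels within a strain, so that this does not measure chance here. Of the 20 tested in liver, 18 had the same direction, against 52.9% of 16120 other genes (Fisher's exact p = 0.000572), and 14 passed the adjusted p there. Most of those other genes were not called in skin. Of the genes called in skin, 114 of 161 (70.8%) had the same direction in liver, and no test against these was made. *mtfmt* is one of them, with 408 counts over 6 JpA livers and none in 4 JpB livers, at least 179-fold higher in JpA against a floor of 3 counts over the group. A regulatory variant acting in both tissues may be the reason, which was not tested.

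Another hypothesis is that chromosomes with blocks of variants hold more calls. On the 15 chromosomes with blocks 1.65% of the genes were called and on the other 9 chromosomes 1.39% (permutation p = 0.447), so that this could be neither shown nor excluded. Without chromosome 20 the share was 1.49% (permutation p = 0.716).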
